A study of Homo sapiens with 40 samples. Its data were reported in "Gene Profiling Characteristics of Radioadaptive Response in AG01522 Normal Human Fibroblasts" (2015).

How the data were processed

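Gene expression was measured on 40 Affymetrix PrimeView arrays, each hybridized with RNA from 1 culture of AG01522 cells, a line of normal human skin fibroblasts. Cultures were fully confluent when they were treated with X-rays. They received sham irradiation (4 arrays), a priming dose of 5 cGy, a challenge dose of 2 Gy, or 5 cGy followed 12 h later by 2 Gy (5 cGy + 2 Gy). RNA was collected 3, 6, 12 or 24 h after the last dose, with 3 arrays for each of the 12 combinations of treatment and time. The labels call the arrays of a group biological replicates and number them. Per the labels the sham arrays are baseline controls with a code for 0 h, so no unirradiated array had a time of 3 h or later.

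The deposited values are log2 intensities per probe set, which the authors made by RMA (background adjustment, quantile normalization and summary over the probes of a probe set). RMA is also the tool named in the submitters' processing notes, without a version. The table held 49495 probe sets, of which 102 were controls, and 0 missing values. Array medians lay between 5.62 and 5.7, and values ran from 2.33 to 14.78, so the log2 scale and the quantile normalization were checked on the values. Detection calls were not used here, and the number of arrays limits the precision. The methods of the study name a custom probe set definition and a filter on the interquartile range; the deposited table holds the maker's standard probe sets, and such a filter was run as an alternative.

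A probe set was used when the annotation gave it exactly 1 gene. This held for 45284 probe sets, 1333 had several genes and 2878 had no gene name. Gene names came from the annotation of the deposited table, of which 45214 probe sets matched a gene identifier in RefSeq (GRCh38.p14, used for names only, with 0 symbols updated). Of the 18244 genes, 11826 had several probe sets, and the probe set with the highest mean over all 40 arrays was used.

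All 40 arrays entered 1 linear model with a mean for each of the 13 groups (limma 3.58.1 in R 4.3.3, lmFit and eBayes), with 27 residual degrees of freedom, 5.4 prior degrees of freedom and a prior SD of 0.162. Adjusted p values are those of limma after Benjamini-Hochberg adjustment within a comparison, and genes with an adjusted p under 0.05 were called changed. All tests were two-sided. The 21 comparisons were each treatment and time against sham, 5 cGy + 2 Gy against 2 Gy at each time, 2 Gy against 5 cGy at each time, and a test of additivity. The last subtracted both single dose effects (2 Gy at 12 h, 5 cGy at 24 h) from the effect of 5 cGy + 2 Gy at 12 h, since 12 h after the challenge dose is 24 h after the priming dose. A count at the threshold of the study's methods (unadjusted p under 0.05 and a change over 1.2-fold) was made beside it. Changes are log2 fold changes with the standard error of the model (SE), and group levels are log2 means with the SD over arrays.

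Gene groups were 33 lists: p53 targets, DNA replication, mitosis, histone genes, homologous recombination and Fanconi anaemia, non-homologous end joining, nucleotide excision repair, immediate early genes, MAPK feedback genes, NF-kB and cytokine genes, interferon response, unfolded protein response, cholesterol synthesis, extracellular matrix, matrix proteases and inhibitors, lysosome, ribosomal proteins, spliceosome, NRF2 targets, hypoxia and glycolysis, iron uptake and transport, Notch signalling, Wnt signalling, FOXO and glucose sensor genes, circadian clock, olfactory receptors, and the genes the study measured by qPCR. The other lists were markers of cells that a skin culture could hold besides fibroblasts (keratinocyte, melanocyte, endothelial, leukocyte, adipocyte, and smooth muscle and myofibroblast markers). Each list was tested with limma's camera at its preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 33 lists of a comparison. The same test with a correlation estimated per list kept 27 of the 138 calls. Of the 7 qPCR genes, EGR2 was not analysed here, and the study chose these genes on these samples.

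Genes were named by rule. Among the genes called in a comparison, with every array of one group on the same side of the other group's mean, the 8 largest rises and the 8 largest falls were taken. Up to 4 members with the largest change were taken from each described list, and the qPCR genes in each comparison against sham. Where no gene was called, the 2 smallest p in each direction were taken and are given as not passing. Of 180 pairs of a named gene and a comparison, 156 had other probe sets. Of 320 others, 291 moved the same way, 206 of them with an unadjusted p under 0.05, and 3 the opposite way at that p.

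Whether the replicate numbers pair the arrays was checked on the deviations of each array from its group mean. The correlation averaged 0.263 between arrays of the same number and -0.12 between arrays of different numbers. The first principal component held 37.5% of the variance of these deviations and placed all 13 arrays numbered 1 on one side. In 13 of the 20 comparisons of 2 groups every pair's correlation was over 0.1, and there the fit with the replicate number as a block is given beside counts that it moved by over 1.5 times. The hint to pairing comes from the data alone, since the labels name no shared day or batch.

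Simulated data had 200 of 18244 genes changed, 50 per fold. For 2 Gy at 24 h against sham recovery was 62% at 1.5-fold, 92% at 2-fold and 100% at 3 and 4-fold. False calls were 7 of 18044 unchanged genes. For 5 cGy + 2 Gy against 2 Gy at 24 h recovery was 58%, 90%, 98% and 98%, with 3 false calls. Fewer changes or paired arrays were not simulated, so real rates may differ. Tables and plots used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

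The comparisons, the gene lists, the naming rule and the following alternatives were fixed before the data were examined: the mean of a gene's probe sets, removal of the 20% of genes with the lowest interquartile range (14595 left) or the 30% with the lowest mean (12771 left), only the arrays compared, the replicate number as a block, a trended and robust prior, array weights, cyclic loess, leaving out each array in turn, an estimated correlation, and lists without shared members. Chosen after seeing the data were the leaving out of 2 doubtful arrays (sham replicate 1 and replicate 1 of 2 Gy at 24 h), the difference between the 3 prime and 5 prime GAPDH control probe sets as a covariate, and the block together with cyclic loess.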

Results

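The data came from confluent human skin fibroblasts (AG01522) given a priming X-ray dose of 5 cGy, a challenge dose of 2 Gy, or the priming dose 12 h before the challenge dose (5 cGy + 2 Gy). Each treatment had 3 arrays at each of 4 times (3, 6, 12 and 24 h) counted from its last dose, and 4 sham arrays served all comparisons against sham. The series was designed to ask whether a small first dose alters the response to a large one. Values behind ± are standard errors of the log2 fold change, from 3 arrays against 4 for sham and 3 against 3 otherwise, unless an SD is named.

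After each treatment more genes were called against sham at 24 h than at 3 h. The number of genes with an adjusted p under 0.05 went from 0 at 3 h to 567 at 24 h after 5 cGy, from 24 to 1104 after 2 Gy, and from 24 to 1809 after 5 cGy + 2 Gy. The rise between these times was not steady in every fit: with the replicate block the count went from 465 at 3 h to 72 at 6 h after 2 Gy and from 253 to 207 after 5 cGy + 2 Gy, and at the study threshold from 1870 to 787 after 2 Gy. Since all these counts share the same 4 sham arrays, which carry no time, time after irradiation and time in culture were not separated. About 912 genes would have an unadjusted p under 0.05 by chance in each comparison.

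**Figure D1:**
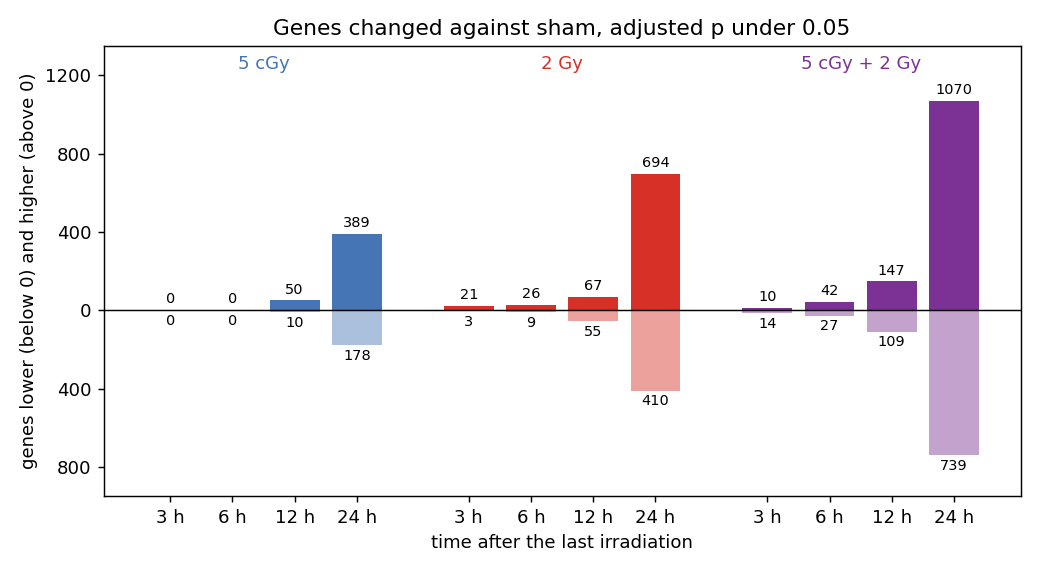
Number of genes raised (up) and lowered (down) against sham at an adjusted p under 0.05 (vertical axis) by dose and time after the last dose in hours (horizontal axis). The largest numbers stand at 24 h after each treatment.

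At 3 h after 5 cGy no gene passed. The smallest p among rises belonged to LIPJ (0.59 ± 0.11, 1.51-fold, adjusted p = 0.126) and PSTK (0.39 ± 0.09), and among falls to MORN1 (-0.47 ± 0.10) and IL1RL2 (-0.50 ± 0.13). NF-kB and cytokine genes, which encode signals of inflammation, averaged 0.18 higher over 25 members, with 0 members passing when adjusted over the list alone (adjusted p = 0.987 with an estimated correlation, and 0.266 with the replicate block). The limma count was 0, with 643 genes at an unadjusted p under 0.05 and 439 past the study threshold.

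At 6 h after 5 cGy the count was again 0. DUSP2, which encodes a nuclear MAP kinase phosphatase, came close to passing (-0.76 ± 0.14, 1.69-fold lower, adjusted p = 0.0628), as did ZMIZ1 (0.54 ± 0.10, 1.45-fold, adjusted p = 0.0628). DCP1B (0.41 ± 0.09) and IQSEC2 (-0.45 ± 0.10) followed. The 35 p53 targets averaged 0.13 higher (1 when adjusted over the list alone, adjusted p = 0.818 with an estimated correlation). The 24 immediate early genes, which encode short-lived transcription factors, averaged 0.23 lower (0 over the list alone, adjusted p = 0.818 with an estimated correlation). In limma 1084 genes had an unadjusted p under 0.05 and 774 passed the study threshold. The count became 1 without sham replicate 1 and 2 without sham replicate 3.

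At 12 h after 5 cGy single genes of stress responses passed, while the unfolded protein response was not called as a list (mean 0.08, median -0.03, adjusted p = 0.765). SESN2, a sestrin that restrains growth signalling under stress, rose 2.48-fold (1.31 ± 0.22), CHAC1, which degrades glutathione, rose 2.45-fold (1.29 ± 0.27), and DDIT3, which encodes the transcription factor CHOP of the integrated stress response, rose 2.3-fold (1.2 ± 0.23). AKNA (1.18 ± 0.22), ZNF425 (0.93 ± 0.17), the Wnt inhibitor APCDD1 (0.88 ± 0.12), LURAP1L (0.85 ± 0.18), OLFML2B (0.83 ± 0.19) and BBC3, which encodes the pro-apoptotic protein PUMA (0.78 ± 0.17), rose as well. Falls were COXFA4L3 (-0.88 ± 0.13, 1.85-fold lower), DUSP2 (-0.84 ± 0.14), the deadenylase gene NOCT (-0.69 ± 0.14), the replicative helicase subunit MCM6 (-0.52 ± 0.12), ADAMTS1 (-0.51 ± 0.11), the chaperones HSPA1A (-0.49 ± 0.10) and HSPA8 (-0.42 ± 0.08), and CDR2 (-0.45 ± 0.09). Of 2 other probe sets of AKNA 1 rose.

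Among the lists at 12 h after 5 cGy, p53 targets averaged 0.20 higher, with 2 members called and 5 when adjusted over the list alone (adjusted p = 0.618 with an estimated correlation). Mitosis genes averaged 0.26 higher with 0 members called (adjusted p = 0.814 with an estimated correlation). In all, 60 genes changed, 50 up and 10 down, and 1248 passed the study threshold. The share of rises was 83.3%, or 62.5% after cyclic loess (20 up, 12 down), and the count was 0 in a fit of only the arrays compared. The count became 13 without sham replicate 2, 145 without sham replicate 4, and 23, 16 and 16 without replicates 1, 2 and 3 of 5 cGy at 12 h.

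By 24 h after 5 cGy, genes that drive the start of DNA synthesis had fallen. CCNE2, a cyclin of entry into S phase, fell 3.16-fold (a decrease of -1.66 ± 0.27), CDC45, part of the replicative helicase, fell 3.14-fold (-1.65 ± 0.25), RRM2, the regulated subunit of ribonucleotide reductase, fell 2.83-fold (-1.50 ± 0.24), and the origin licensing factor CDC6 fell 2.56-fold (-1.36 ± 0.20). Other falls were COXFA4L3 (-1.62 ± 0.13), IL7R (-1.27 ± 0.19), ZNF367 (-1.27 ± 0.27), GINS2 (-1.19 ± 0.29), the chemokine CXCL8 (-1.11 ± 0.30), BARD1, the partner of BRCA1 (-1.06 ± 0.28), DUSP1 (-0.88 ± 0.24), the exonuclease EXO1 (-0.75 ± 0.14), RAD54B (-0.65 ± 0.18) and the splicing factors SRSF6 (-0.66 ± 0.19) and SRSF2 (-0.60 ± 0.12). The thioredoxin-binding gene TXNIP fell by -2.01 ± 0.53 with an SD of 1.68 among the irradiated arrays. Of 2 other probe sets of ZNF367 1 fell (-0.05 to 0.01).

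Rises at 24 h after 5 cGy were led by DHRS3, a retinal reductase (1.63 ± 0.31, 3.09-fold), the matricellular genes CCN5 (1.57 ± 0.27, 2.97-fold) and CCN3 (1.25 ± 0.21), the transporter SLC12A8 (1.54 ± 0.22), TMT1A (1.45 ± 0.29), AHNAK2 (1.30 ± 0.23), OLFML2B (1.27 ± 0.19) and AKR1C3 (1.24 ± 0.22). The p53 targets GDF15, a stress-responsive cytokine of the TGF-beta family (1.09 ± 0.28, 2.13-fold), and BBC3 (0.64 ± 0.17) rose, as did the clock output gene DBP (1.03 ± 0.19), PER3 (0.86 ± 0.22), DDIT3 (0.95 ± 0.23), CHAC1 (0.95 ± 0.27), the sialidase gene NEU1 (0.76 ± 0.14) and the lysosomal protease TPP1 (0.65 ± 0.15).

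At 24 h after 5 cGy the mean of DNA replication genes was -0.57, with 18 of 41 members down and 28 when adjusted over the list alone (adjusted p = 0.0221 with an estimated correlation). Genes of homologous recombination and Fanconi anaemia averaged -0.25, with 4 of 19 down and 6 down and 1 up over the list alone (adjusted p = 0.0358 with an estimated correlation). The 35 p53 targets averaged 0.25 higher, with 3 called and 8 over the list alone (adjusted p = 0.463 with an estimated correlation). In total 389 genes rose and 178 fell, and 2331 passed the study threshold. The share of rises was 68.6%, or 50% after cyclic loess (286 up, 286 down), and only 17 genes passed in a fit of the arrays compared. The count of 567 became 228 without sham replicate 2, 852 without sham replicate 4, and 272 and 142 without replicates 2 and 3 of 5 cGy at 24 h.

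At 3 h after 2 Gy 6 of the 24 called genes were p53 targets, a list without a call at an estimated correlation (adjusted p = 0.136). GDF15 rose 3.07-fold (1.62 ± 0.28), the stress transcription factor ATF3 2.79-fold (1.48 ± 0.29), BBC3 2.60-fold (1.38 ± 0.17), PPM1D, a phosphatase that dampens p53 signalling, 1.90-fold (0.93 ± 0.13), and GADD45A 1.81-fold (0.86 ± 0.18). The nuclease AEN (0.81 ± 0.11), the cyclin-dependent kinase inhibitor CDKN1A (0.74 ± 0.10) and IER5 (0.71 ± 0.10) rose too, and DOCK11 (-1.19 ± 0.22), VMP1 (-0.64 ± 0.14) and ZNF490 (-0.53 ± 0.10) fell. Of the 35 p53 targets, 6 were called and 16 when adjusted over the list alone, with a mean of 0.38 (adjusted p = 0.136 with an estimated correlation). Of 2 other probe sets of ZNF490 1 fell.

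A second group that stood higher at 3 h after 2 Gy was the olfactory receptors, genes of sensory neurons with mean values near the floor of the arrays. Their 334 members averaged 0.13 higher (4 called, 7 over the list alone, adjusted p = 0.714 with an estimated correlation), led by OR13C9 (0.60 ± 0.11), OR1L3 (0.54 ± 0.11) and OR2T6 (0.49 ± 0.11). After cyclic loess their mean was 0.03 and the call was lost. The median of all genes was 0.066, and the figure shows the shift by level. Mitosis genes averaged -0.12 (0 members called, adjusted p = 0.806 with an estimated correlation), a direction that turned with array weights (0.13), without sham replicate 2 (0.07) and without replicate 1 of 2 Gy at 3 h (0.03). Non-homologous end joining genes averaged -0.15 (0 members, adjusted p = 0.188 with an estimated correlation). Hypoxia and glycolysis genes averaged -0.07 with a median of 0.00 (adjusted p = 0.77 with an estimated correlation, and 0.439 with the replicate block), or 0.00 with the GAPDH difference as a covariate.

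**Figure D2:**
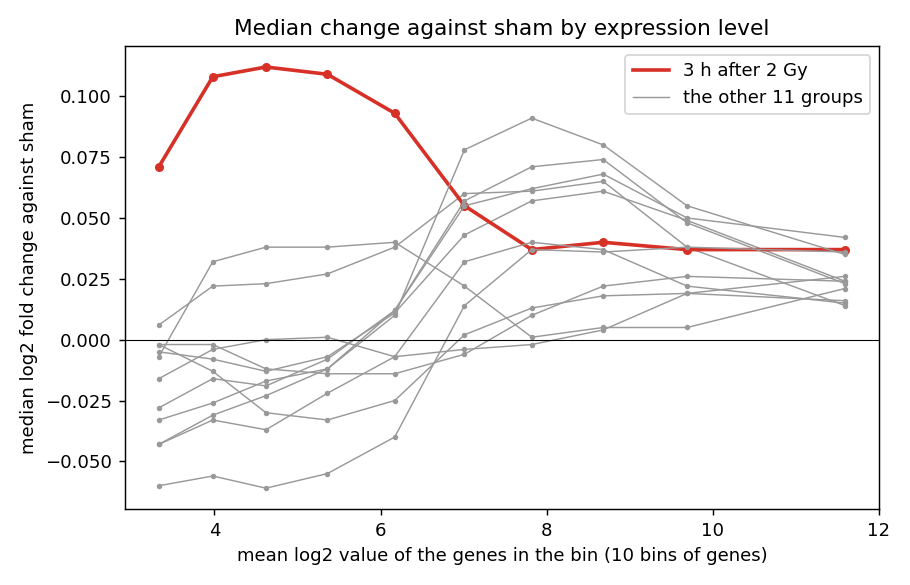
Median log2 fold change against sham (vertical axis) in 10 bins of the mean log2 value of a gene (horizontal axis), with 3 h after 2 Gy in red and the 11 other groups in grey. At low values the red line lies above 0.

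In all, 21 genes rose and 3 fell at 3 h after 2 Gy. At the study threshold 1870 passed, 1286 up and 584 down, or 398 up and 973 down after cyclic loess. The count of 24 was 465 with the replicate block, 9 after cyclic loess (7 up, 2 down), 11 with the GAPDH difference as a covariate, 51 with the mean of probe sets and 0 in a fit of only the arrays compared. It became 13 without sham replicate 2 and 11 without replicate 1 of 2 Gy at 3 h.

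At 6 h after 2 Gy p53 targets were raised. MDM2, the ubiquitin ligase of p53, rose 2.99-fold (1.58 ± 0.27), GDF15 2.60-fold (1.38 ± 0.28), TP53INP1 2.55-fold (1.35 ± 0.29), TIGAR, which lowers glycolysis, 2.05-fold (1.03 ± 0.21) and the sestrin SESN1 2.03-fold (1.02 ± 0.21). The largest rise was that of CAVIN2, which encodes a coat protein of caveolae (1.89 ± 0.25, 3.70-fold), and CHAC1 (1.23 ± 0.27), DDIT3 (1.16 ± 0.23) and the sliding clamp PCNA (0.71 ± 0.10) also rose. DUSP2 (-0.92 ± 0.14, 1.89-fold lower), FAM50B (-0.83 ± 0.14), MB21D2 (-0.57 ± 0.13), the Fanconi anaemia ligase FANCL (-0.54 ± 0.12), the Wnt effector TCF7L2 (-0.53 ± 0.08), FAM110B (-0.49 ± 0.11), DLX1 (-0.49 ± 0.10) and TRIM25 (-0.50 ± 0.11, adjusted p = 0.0936 with the replicate block) fell. The 1 other probe set of DLX1 and that of TRIM25 did not fall (0.03 and 0.07).

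At this time p53 targets averaged 0.52, with 10 of 35 called and 17 over the list alone (adjusted p = 0.000127 with an estimated correlation). Immediate early genes averaged -0.25 with 0 members called (adjusted p = 0.509 with an estimated correlation), and the 58 ribosomal protein genes averaged 0.05 with 0 called (adjusted p = 0.966 with an estimated correlation). In all, 26 genes rose and 9 fell, and 787 passed the study threshold. The count of 35 was 72 with the replicate block, 23 with the mean of probe sets and 0 with only the arrays compared. Single arrays moved it to 120, 16, 19 and 20 (without sham replicates 1, 2, 3 and 4) and to 14, 17 and 23 (without replicates 1, 2 and 3 of 2 Gy at 6 h).

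At 12 h after 2 Gy p53 targets stood above sham. GDF15 rose 3.58-fold (1.84 ± 0.28), SESN2 2.73-fold (1.45 ± 0.22), CHAC1 2.73-fold (1.45 ± 0.27), DDIT3 2.47-fold (1.30 ± 0.23), CAVIN2 2.47-fold (1.30 ± 0.25) and BBC3 2.17-fold (1.12 ± 0.17). OGT, which attaches N-acetylglucosamine to proteins (1.06 ± 0.23), and AKNA (1.05 ± 0.22) rose too. Falls were led by CDCA7 (-1.81 ± 0.31, 3.50-fold lower), CCNE2 (-1.77 ± 0.27, 3.41-fold lower), CDC6 (-1.66 ± 0.20, 3.16-fold lower), the phosphatase CDC25A, which activates cyclin-dependent kinases (-1.42 ± 0.20, 2.67-fold lower), ZNF367 (-1.40 ± 0.27), DTL, an adaptor of a ubiquitin ligase (-1.11 ± 0.24), COXFA4L3 (-1.04 ± 0.13), MCM6 (-0.97 ± 0.12) and EXO1 (-0.68 ± 0.14). Of 4 other probe sets of OGT 2 rose (-0.21 to 0.91).

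The p53 targets averaged 0.59 at 12 h after 2 Gy, with 11 called and 21 over the list alone (adjusted p = 6.79e-05 with an estimated correlation). DNA replication genes averaged -0.42, with 7 called and 19 over the list alone (adjusted p = 0.0794 with an estimated correlation), and genes of homologous recombination and Fanconi anaemia -0.19, with 1 called and 1 over the list alone (adjusted p = 0.128 with an estimated correlation). In all, 67 genes rose and 55 fell, and 1386 passed the study threshold. The share of rises was 54.9%, or 37.7% after cyclic loess (58 up, 96 down); the count of 122 was 1224 with the replicate block and 4 with only the arrays compared. Without sham replicates 1, 2 and 4 it was 214, 58 and 227, and without replicates 1, 2 and 3 of 2 Gy at 12 h it was 67, 40 and 38.

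At 24 h after 2 Gy replication genes had fallen steeply, and so had mitosis genes, whose list lost its call with an estimated correlation (adjusted p = 0.0689). RRM2 was 11.5-fold lower (-3.52 ± 0.24), CDC45 7.01-fold lower (-2.81 ± 0.25), CDC6 6.33-fold lower (-2.66 ± 0.20), DTL 5.54-fold lower (-2.47 ± 0.24), GINS2 5.30-fold lower (-2.41 ± 0.29) and the kinetochore gene SPC25 5.19-fold lower (-2.38 ± 0.26). CDC25A (-2.16 ± 0.20), CDCA8 of the chromosomal passenger complex (-1.94 ± 0.36), the proliferation antigen MKI67 (-1.81 ± 0.28) and the cyclin CCNA2 (-1.80 ± 0.28) fell, as did the repair genes RAD51AP1 (-1.27 ± 0.24), BARD1 (-1.20 ± 0.28), EXO1 (-1.14 ± 0.14) and RAD54L (-0.63 ± 0.16) and the splicing factors SRSF2 (-0.91 ± 0.12), SRSF7 (-0.55 ± 0.16) and SRSF1 (-0.52 ± 0.13). TXNIP fell by -2.31 ± 0.53, with an SD of 1.65 among the irradiated arrays. Replicate 1 stood above replicates 2 and 3 in RRM2 (7.68 against 6.68 and 6.40) and MKI67 (7.02 against 5.72 and 5.80). Without it the list means were -1.18 for DNA replication and -1.26 for mitosis.

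Rises at 24 h after 2 Gy were DHRS3 (1.73 ± 0.31, 3.32-fold), GDF15 (1.72 ± 0.28, 3.30-fold), CCN5 (1.59 ± 0.27, 3.00-fold), GASK1B (1.58 ± 0.44), CCN3 (1.51 ± 0.21, 2.85-fold), MAMDC2 (1.45 ± 0.23), AHNAK2 (1.36 ± 0.23), the stromal metalloprotease MMP11 (1.36 ± 0.23) and AKR1C3 (1.22 ± 0.22). Among p53 targets CCNG1 (1.06 ± 0.25), BBC3 (1.05 ± 0.17) and SESN1 (1.03 ± 0.21) rose, and among lysosomal genes NEU1 (0.81 ± 0.14), MANBA (0.74 ± 0.20), the collagen-degrading protease CTSK (0.67 ± 0.17) and TPP1 (0.67 ± 0.15). DUSP4 (1.05 ± 0.24), KLHL24 (1.04 ± 0.26), DBP (1.02 ± 0.19), PER3 (0.78 ± 0.22) and the histone H2BC5 (0.80 ± 0.20) rose beside falls of H4C3 (-0.68 ± 0.17) and HES1 (-0.72 ± 0.20). Other probe sets of DHRS3 went both ways (-0.10 to 0.18).

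At 24 h after 2 Gy 22 of 35 p53 targets were up and 29 over the list alone (mean 0.68; adjusted p = 0.000566 with an estimated correlation). DNA replication genes averaged -1.09, with 34 of 41 down and 36 over the list alone (adjusted p = 0.000406 with an estimated correlation). Mitosis genes averaged -1.05, with 20 of 39 down and 32 over the list alone (adjusted p = 0.0689 with an estimated correlation), and homologous recombination and Fanconi anaemia genes -0.41, with 8 of 19 down and 11 over the list alone (adjusted p = 0.00197 with an estimated correlation). In total 694 genes rose and 410 fell, and 2886 passed the study threshold. The share of rises was 62.9%, or 41.8% after cyclic loess (433 up, 602 down); the count of 1104 was 2716 with the replicate block and 119 with only the arrays compared. It was 1849 without sham replicate 1, 552 without sham replicate 2 and 413 without replicate 3 of 2 Gy at 24 h.

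Cells given 5 cGy before 2 Gy showed p53 targets at 3 h. GDF15 rose 3.80-fold (1.93 ± 0.28), BBC3 2.94-fold (1.56 ± 0.17), PPM1D 2.03-fold (1.02 ± 0.13), AEN 1.78-fold (0.83 ± 0.11), CDKN1A 1.68-fold (0.75 ± 0.10) and IER5 1.63-fold (0.71 ± 0.10). BCL2L1, which encodes the survival protein Bcl-xL (0.58 ± 0.12), and the decoy receptor TNFRSF10D (0.57 ± 0.11) rose too. Falls were CDC42BPA (-1.13 ± 0.24, 2.19-fold lower), TNFRSF11B, which encodes osteoprotegerin (-0.89 ± 0.19), the histone demethylases KDM4B (-0.85 ± 0.17) and KDM4A (-0.73 ± 0.15), LSG1 (-0.78 ± 0.16), MAP1A (-0.78 ± 0.17), TTC9 (-0.76 ± 0.15), SECISBP2 (-0.74 ± 0.16) and MCM6 (-0.59 ± 0.12). None of the 3 other probe sets of KDM4B (0.06 to 0.26) and not the 1 of KDM4A (0.12) fell. Of the other probe sets of CDC42BPA 2 of 5 fell (-0.24 to 0.06) and of TTC9 1 of 2 (-0.09 to 0.04), none with an unadjusted p under 0.05, and another probe set of MAP1A moved the opposite way.

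The p53 targets averaged 0.52 at 3 h after 5 cGy + 2 Gy, with 5 called and 17 over the list alone (adjusted p = 0.00021 with an estimated correlation). DNA replication genes averaged -0.17 (1 called, 1 over the list alone, adjusted p = 0.8 with an estimated correlation), mitosis genes -0.15 (0 called, adjusted p = 0.937 with an estimated correlation; 0.12 with array weights, 0.03 without sham replicate 2 and 0.00 without replicate 1 of 5 cGy + 2 Gy at 3 h) and homologous recombination and Fanconi anaemia genes -0.16 (0 called, adjusted p = 0.119 with an estimated correlation). The unfolded protein response averaged -0.08 (adjusted p = 0.611 with an estimated correlation) and hypoxia and glycolysis genes -0.10 (adjusted p = 0.937 with an estimated correlation, and 0.594 with the replicate block). In all, 10 genes rose and 14 fell, and 823 passed the study threshold. The count of 24 was 253 with the replicate block, 14 with the mean of probe sets and 0 with only the arrays compared. It was 10 and 13 without sham replicates 2 and 3, and 6, 8 and 13 without replicates 1, 2 and 3 of 5 cGy + 2 Gy at 3 h.

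By 6 h after 5 cGy + 2 Gy, p53 targets were raised. CAVIN2 rose 3.55-fold (1.83 ± 0.25), GDF15 2.58-fold (1.37 ± 0.28), CHAC1 2.48-fold (1.31 ± 0.27), MDM2 2.44-fold (1.29 ± 0.27), TP53INP1 2.41-fold (1.27 ± 0.29), DDIT3 2.3-fold (1.2 ± 0.23), ZNF549 2.20-fold (1.14 ± 0.23) and TIGAR 2.02-fold (1.02 ± 0.21). The other probe set of TP53INP1 did not rise (-0.04). CCNE2 (-1.29 ± 0.27, 2.45-fold lower), ZNF367 (-1.18 ± 0.27), CDC6 (-1 ± 0.20, 2.00-fold lower) and CDC25A (-0.97 ± 0.20) fell. DUSP2 (-0.83 ± 0.14), TTC9 (-0.77 ± 0.15), KLF11 (-0.77 ± 0.14), the ubiquitin ligase RFWD3 (-0.73 ± 0.14), the core clock gene BMAL1 (-0.62 ± 0.12) and TCF7L2 (-0.43 ± 0.08) fell too.

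At 6 h after 5 cGy + 2 Gy 9 p53 targets were called and 22 over the list alone (mean 0.55; adjusted p = 0.000105 with an estimated correlation). DNA replication genes averaged -0.27, with 2 down and 1 up, and 8 down and 1 up over the list alone (adjusted p = 0.722 with an estimated correlation). Homologous recombination and Fanconi anaemia genes averaged -0.15 with 0 called (adjusted p = 0.709 with an estimated correlation). In all, 42 genes rose and 27 fell, and 1153 passed the study threshold. The count of 69 was 207 with the replicate block, 43 with the mean of probe sets and 0 with only the arrays compared. Leaving out sham replicates 1, 2 and 3 gave 242, 30 and 39, and leaving out replicates 1, 2 and 3 of 5 cGy + 2 Gy at 6 h gave 32, 18 and 24.

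By 12 h after 5 cGy + 2 Gy, p53 targets were high and genes of DNA synthesis low. GDF15 rose 3.89-fold (1.96 ± 0.28), CAVIN2 2.41-fold (1.27 ± 0.25), OGT 2.4-fold (1.26 ± 0.23), KLHL24 2.09-fold (1.06 ± 0.26), MMP11 2.08-fold (1.05 ± 0.23), ZMAT3, an RNA-binding p53 target, 2.07-fold (1.05 ± 0.16) and PTGES, which makes prostaglandin, 2.06-fold (1.05 ± 0.16). MBP (1.03 ± 0.26), BBC3 (1.02 ± 0.17), DDIT3 (0.97 ± 0.23) and NEU1 (0.56 ± 0.14) rose too, while other probe sets of MBP and OGT moved the opposite way and that of MMP11 did not rise (-0.02). TXNIP was 4.32-fold lower (-2.11 ± 0.53), CDC6 4.10-fold lower (-2.04 ± 0.20), CDCA7 3.93-fold lower (-1.98 ± 0.31), CCNE2 3.40-fold lower (-1.76 ± 0.27) and CDC25A 3.11-fold lower (-1.64 ± 0.20). ZNF367 (-1.57 ± 0.27), DTL (-1.49 ± 0.24), MCM10 (-1.42 ± 0.17), GINS2 (-1.39 ± 0.29), FZD1 (-0.68 ± 0.16), PER2 (-0.67 ± 0.17), EXO1 (-0.61 ± 0.14) and the glutathione synthesis gene GCLM (-0.53 ± 0.12) fell.

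The p53 targets averaged 0.62 at 12 h after 5 cGy + 2 Gy, with 14 called and 25 over the list alone (adjusted p = 0.00022 with an estimated correlation). DNA replication genes averaged -0.63, with 17 down and 29 over the list alone (adjusted p = 0.0042 with an estimated correlation), and homologous recombination and Fanconi anaemia genes -0.25, with 1 down and 6 down and 1 up over the list alone (adjusted p = 0.0158 with an estimated correlation). Mitosis genes averaged -0.32 with 0 called (adjusted p = 0.445 with an estimated correlation). In all, 147 genes rose and 109 fell, and 1776 passed the study threshold. The share of rises was 57.4%, or 37.9% after cyclic loess (108 up, 177 down), and the count of 256 was 6 with only the arrays compared. It was 513, 87 and 417 without sham replicates 1, 2 and 4, and 128, 157 and 79 without replicates 1, 2 and 3 of 5 cGy + 2 Gy at 12 h.

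At 24 h after 5 cGy + 2 Gy the falls of replication and mitosis genes were the largest of the series. RRM2 was 19.1-fold lower (-4.25 ± 0.24), CDC6 8.96-fold lower (-3.16 ± 0.20), TXNIP 8.93-fold lower (-3.16 ± 0.53), CDC45 8.65-fold lower (-3.11 ± 0.25), DTL 6.75-fold lower (-2.76 ± 0.24) and SPC25 6.65-fold lower (-2.73 ± 0.26). CDCA7 (-2.66 ± 0.31), GINS2 (-2.60 ± 0.29), CCNA2 (-2.41 ± 0.28), MKI67 (-2.35 ± 0.28), CDCA8 (-2.31 ± 0.36), ARRDC4 (-1.71 ± 0.35), RAD51AP1 (-1.50 ± 0.24), EXO1 (-1.45 ± 0.14), CXCL5 (-1.43 ± 0.34), PTGS2, which makes prostaglandin precursors (-1.37 ± 0.39), BARD1 (-1.20 ± 0.28), SRSF2 (-0.90 ± 0.12), SRSF1 (-0.88 ± 0.13) and FANCI (-0.81 ± 0.15) fell too.

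The rises at 24 h after 5 cGy + 2 Gy were CCN5 (2.19 ± 0.27, 4.55-fold), GDF15 (2.04 ± 0.28, 4.10-fold), CCN3 (1.82 ± 0.21, 3.54-fold), DHRS3 (1.76 ± 0.31, 3.39-fold), AKR1C3 (1.75 ± 0.22, 3.37-fold), adenosine deaminase ADA (1.73 ± 0.16, 3.31-fold), GASK1B (1.67 ± 0.44) and SLC38A4 (1.59 ± 0.50). WNT2 (1.45 ± 0.44), DUSP4 (1.43 ± 0.24), DBP (1.33 ± 0.19), DDIT3 (1.29 ± 0.23), BBC3 (1.23 ± 0.17), the receptor EDA2R (1.02 ± 0.11), NEU1 (1.00 ± 0.14), ZMAT3 (1.00 ± 0.16), CTSK (0.93 ± 0.17), MANBA (0.83 ± 0.20), DHCR7 of cholesterol synthesis (0.79 ± 0.18), MFAP4 (0.70 ± 0.20) and FBLN2 (0.61 ± 0.16) rose as well. Here too the other probe sets of DHRS3 went both ways (-0.16 to 0.37).

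At 24 h after 5 cGy + 2 Gy, DNA replication genes averaged -1.25, with 36 of 41 down and 39 over the list alone (adjusted p = 0.000549 with an estimated correlation). Mitosis genes averaged -1.42, with 34 of 39 down and 36 over the list alone (adjusted p = 0.0307 with an estimated correlation). Homologous recombination and Fanconi anaemia genes averaged -0.53, with 10 of 19 down and 13 down and 1 up over the list alone (adjusted p = 0.000658 with an estimated correlation), and p53 targets 0.66, with 19 up and 28 over the list alone (adjusted p = 0.00155 with an estimated correlation). Cholesterol synthesis genes averaged 0.33 with 2 of 19 up and 2 over the list alone (adjusted p = 0.281 with an estimated correlation). In total 1070 genes rose and 739 fell, and 3464 passed the study threshold. The share of rises was 59.1%, or 45.9% after cyclic loess (838 up, 987 down), and the count of 1809 was 422 with only the arrays compared. It was 1127 without sham replicate 2 and 1197, 1171 and 1117 without replicates 1, 2 and 3 of 5 cGy + 2 Gy at 24 h.

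**Figure D3:**
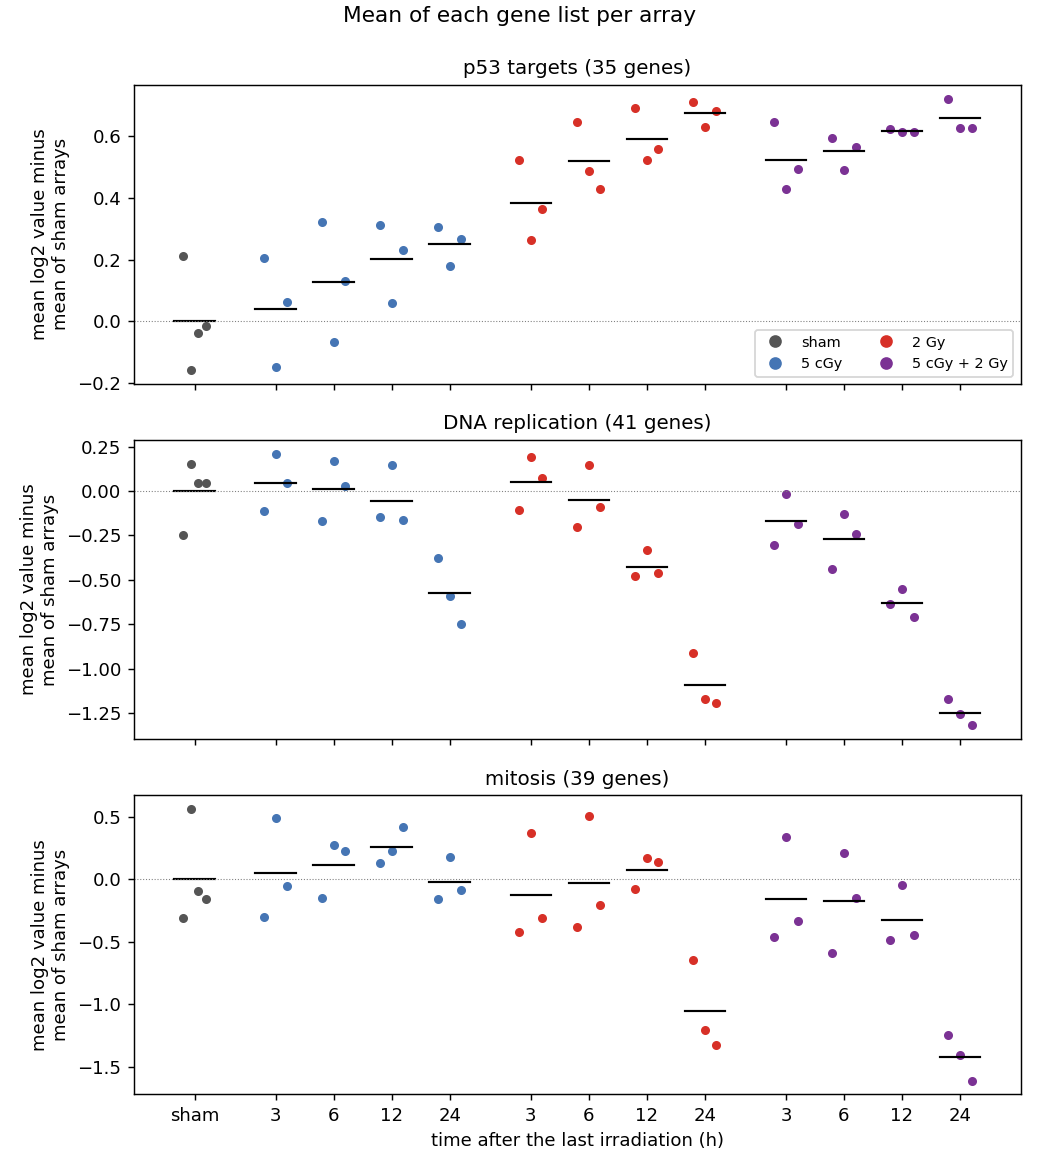
Mean log2 value of the members of a list minus the sham mean, per array (dots) with group means (lines), for p53 targets (35), DNA replication (41) and mitosis (39) by dose and time in hours. The p53 targets stand above sham from 3 h after 2 Gy, and mitosis genes fall last.

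The study chose its qPCR genes on these samples, so they are not independent evidence. GDF15 was 0.14, 0.36, 0.98 and 1.09 higher at the 4 times after 5 cGy, and passed at 24 h only. FOS never passed. Its largest difference was -2.78 ± 0.90 at 12 h after 5 cGy (adjusted p = 0.197). Its SD reached 2.26 at 6 h after 5 cGy + 2 Gy. JUN lay between -0.22 and 0.11 and did not pass. RRM1 fell at 24 h after 2 Gy (-0.56 ± 0.16) and after 5 cGy + 2 Gy (-0.75 ± 0.16). In sham it was 9.89, 9.88, 9.17 and 9.19, so part of each fall rests on replicates 1 and 2. As a list the 6 measured genes averaged -0.86 at 24 h after 5 cGy (adjusted p = 0.0221 with an estimated correlation), -1.09 at 24 h after 2 Gy (0.00593), and -0.63 and -1.15 at 12 and 24 h after 5 cGy + 2 Gy (0.0482 and 0.0154).

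**Figure D4:**
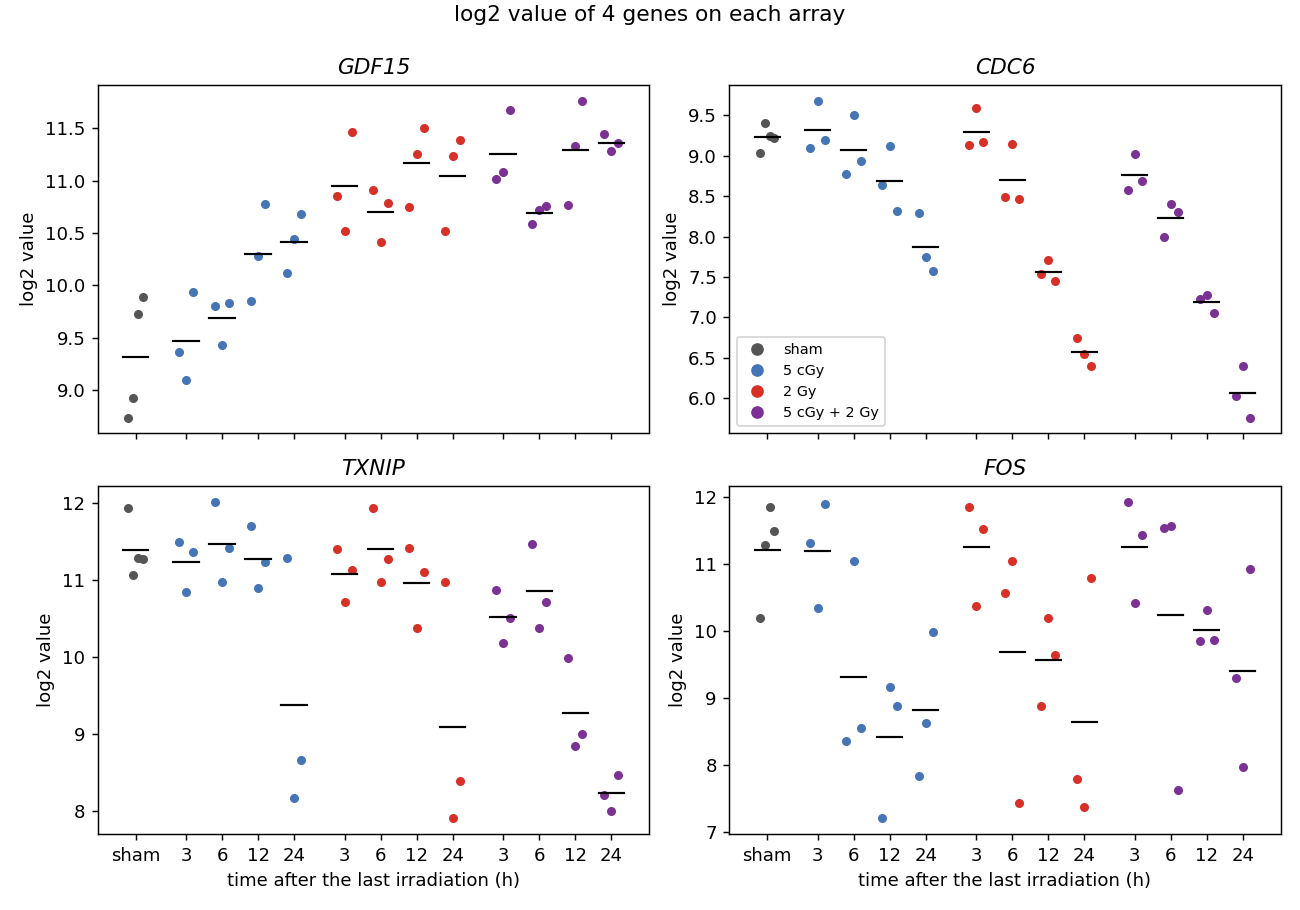
Log2 values of GDF15, CDC6, TXNIP and FOS per array (dots) with group means (lines) by dose and time in hours. TXNIP and FOS spread widely within groups.

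Lysosomal genes, which encode hydrolases and membrane proteins of the degradative compartment, stood higher at late times after every dose. Their 38 members averaged 0.15 and 0.29 at 12 and 24 h after 5 cGy (0 and 14 over the list alone, adjusted p = 0.649 and 0.227 with an estimated correlation), and 0.17 and 0.30 after 2 Gy (2 and 17; 0.476 and 0.183). After 5 cGy + 2 Gy the averages at 6, 12 and 24 h were 0.11, 0.24 and 0.37 (0, 3 and 22; 0.722, 0.262 and 0.11). Extracellular matrix genes averaged 0.16 at 24 h after 5 cGy and after 2 Gy (0 and 1 over the list alone, adjusted p = 0.709 and 0.564 with an estimated correlation), and 0.21 after 5 cGy + 2 Gy (7; 0.517). Smaller means of theirs stood at 12 h after 2 Gy (0.08; adjusted p = 0.658 with an estimated correlation, 0.184 with the replicate block) and at 6 and 12 h after 5 cGy + 2 Gy (0.08 and 0.13; 0.729 and 0.45), where the mean at 6 h was 0.00 without replicate 1 of 5 cGy + 2 Gy.

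At the preset correlation only, some lists were lower at late times. NF-kB and cytokine genes averaged -0.23 and -0.24 at 12 and 24 h after 5 cGy (adjusted p = 0.649 and 0.469 with an estimated correlation), -0.19 and -0.18 after 2 Gy (0.658 and 0.564), and -0.20 at 12 h after 5 cGy + 2 Gy (0.445). Immediate early genes averaged -0.27 and -0.25 at 12 and 24 h after 5 cGy (2 and 3 over the list alone, adjusted p = 0.618 and 0.469 with an estimated correlation), -0.28 at 24 h after 2 Gy (5; 0.434) and -0.16 at 12 h after 5 cGy + 2 Gy (0; 0.445). Spliceosome genes averaged -0.12 at 24 h after 5 cGy, -0.14 after 2 Gy and -0.16 after 5 cGy + 2 Gy (3, 7 and 12 over the list alone, adjusted p = 0.214, 0.165 and 0.16 with an estimated correlation), and -0.06 at 12 h after 5 cGy + 2 Gy (0.445). Circadian clock genes averaged -0.18 at 12 h after 5 cGy and after 2 Gy (adjusted p = 0.507 and 0.251 with an estimated correlation; 0.184 for 2 Gy with the replicate block).

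Ribosomal protein genes averaged 0.07 at 24 h after 2 Gy (0 over the list alone, adjusted p = 0.434 with an estimated correlation) and 0.04, 0.05, 0.06 and 0.07 at the 4 times after 5 cGy + 2 Gy (0.937, 0.722, 0.445 and 0.575; at 3 h 0.164 with the replicate block). Olfactory receptors averaged -0.05 and -0.04 at 12 and 24 h after 2 Gy (adjusted p = 0.658 and 0.599 with an estimated correlation; 0.146 and 0.0504 with the replicate block), and -0.07 at 6 h after 5 cGy + 2 Gy (0.722).

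Set directly against 5 cGy at the same time, 2 Gy gave higher p53 targets. At 3 h BBC3 was 2.31-fold higher (1.2 ± 0.18), PPM1D 1.82-fold (0.86 ± 0.14), CDKN1A 1.59-fold (0.67 ± 0.11), MORN1 1.5-fold (0.59 ± 0.11) and the galanin receptor GALR2 1.46-fold (0.55 ± 0.10). At 6 h CAVIN2 was 3.36-fold higher (1.75 ± 0.27), OSBPL3 1.65-fold (0.72 ± 0.12), CDKN1A 1.62-fold (0.69 ± 0.11), PCNA 1.53-fold (0.61 ± 0.11) and the membrane protein stomatin (STOM) 1.4-fold (0.48 ± 0.08). At 12 h CDKN1A (0.59 ± 0.11) and STOM (0.50 ± 0.08) were higher. The p53 targets averaged 0.34, 0.39, 0.39 and 0.43 at 3, 6, 12 and 24 h, with 3, 1, 1 and 2 called and 10, 14, 12 and 10 over the list alone (adjusted p = 0.0922, 0.00287, 5.34e-05 and 0.000128 with an estimated correlation).

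Cycling genes were lower at 24 h after 2 Gy than at 24 h after 5 cGy. RRM2 was 4.06-fold lower (-2.02 ± 0.25), the centromeric histone CENPA 3.79-fold lower (-1.92 ± 0.37), SPC25 3.49-fold lower (-1.80 ± 0.28), MKI67 3.44-fold lower (-1.78 ± 0.30) and FAM83D 3.13-fold lower (-1.65 ± 0.35). CDCA2 (-1.52 ± 0.23), the kinesin KIF2C (-1.51 ± 0.33), the cohesion gene CDCA5 (-1.50 ± 0.22), CDC6 (-1.30 ± 0.22) and DTL (-1.29 ± 0.25) were lower too, and CYFIP2 (0.74 ± 0.16), CDKN1A (0.50 ± 0.11) and STOM (0.42 ± 0.08) higher. Mitosis genes averaged -1.04 with 7 called and 34 over the list alone (adjusted p = 0.00579 with an estimated correlation), and DNA replication genes -0.52 with 4 called and 23 over the list alone (adjusted p = 0.00453 with an estimated correlation). At 12 h replication genes averaged -0.37 with 0 called and 15 over the list alone (adjusted p = 0.0364 with an estimated correlation).

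The counts of 2 Gy against 5 cGy were 5, 5, 2 and 32 at 3, 6, 12 and 24 h (3 of the 32 up). With the replicate block they were 27, 10 and 86 at 3, 12 and 24 h, and with only the arrays compared 0, 0, 0 and 50. After cyclic loess the counts at 3 and 6 h were 3 and 9. The count at 3 h became 2 and 0 without replicates 1 and 3 of 2 Gy, and 3, 0 and 11 without replicates 1, 2 and 3 of 5 cGy; at 6 h it became 9 without replicate 1 of 2 Gy and 0 without replicate 2 of 5 cGy. At 12 h it was 0, 0 and 1 without replicates 1, 2 and 3 of 2 Gy and 0 without replicate 1 or 2 of 5 cGy. At 24 h it was 10 and 6 without replicates 2 and 3 of 2 Gy and 7 and 10 without replicates 1 and 2 of 5 cGy.

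Other lists in 2 Gy against 5 cGy had small means. Homologous recombination and Fanconi anaemia genes averaged -0.15 and -0.16 at 12 and 24 h (adjusted p = 0.189 and 0.129 with an estimated correlation), Wnt signalling -0.12 and -0.10 (0.189 and 0.256), and ribosomal proteins 0.04 at 6 and 24 h (0.911 and 0.517). At 3 h mitosis genes averaged -0.17 (adjusted p = 0.651 with an estimated correlation; 0.05 without replicate 2 of 5 cGy), FOXO and glucose sensor genes -0.18 (0.0922), iron uptake and transport -0.08 (0.137), extracellular matrix -0.05 (0.615), the unfolded protein response -0.04 (0.519, and 0.0529 with the replicate block) and hypoxia and glycolysis -0.04 (0.615, and 0.0652 with the replicate block). The last mean turned to 0.03 with the GAPDH difference as a covariate, 0.01 without replicate 1 of 2 Gy and 0.04 without replicate 3 of 5 cGy. Olfactory receptors averaged 0.13 at 3 h (2 over the list alone, adjusted p = 0.58 with an estimated correlation) and -0.06 at 24 h (0.557).

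In no single gene did the response to 2 Gy after the priming dose differ past the threshold. In 5 cGy + 2 Gy against 2 Gy, limma called 0 genes at 3, 6, 12 and 24 h, with 952, 657, 203 and 354 genes at an unadjusted p under 0.05 and smallest adjusted p of 0.185, 0.621, 1 and 1. With the replicate block, at the times where the numbers pair the arrays, the count was also 0 and the smallest adjusted p was 0.0797 at 3 h, 0.536 at 6 h and 0.114 at 24 h. Of 2782 probe sets without a gene name, 1 was called at 3 h (down). Without replicate 3 of 5 cGy + 2 Gy at 3 h the count was 1, and with array weights it was 7 at that time. Nearest to passing at 3 h were ZNF490 (0.48 ± 0.10), AP1S1 (0.50 ± 0.13), THSD4 (-0.55 ± 0.12) and FAM163B (-0.48 ± 0.10), at 6 h RBM48 (0.64 ± 0.13), CACNA2D3 (0.62 ± 0.16), HBD (-0.77 ± 0.17) and FER (-0.44 ± 0.11). At 12 h they were FAM83F (0.46 ± 0.13), NALF1 (0.39 ± 0.12), MCM10 (-0.53 ± 0.18) and TXNIP (-1.69 ± 0.57), and at 24 h PYDC2 (0.43 ± 0.12), ATCAY (0.37 ± 0.11), FMO5 (-0.50 ± 0.14) and CBR1-AS1 (-0.54 ± 0.15).

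As groups, cycling genes lay lower in primed cells than after 2 Gy alone at the preset correlation only. DNA replication genes averaged -0.22, -0.22, -0.21 and -0.16 at 3, 6, 12 and 24 h (0, 2, 0 and 0 over the list alone, adjusted p = 0.61, 0.728, 0.164 and 0.76 with an estimated correlation), with RRM2 at -0.60 ± 0.25 at 3 h and -0.73 ± 0.25 at 24 h, short of passing. Mitosis genes averaged -0.40 and -0.36 at 12 and 24 h (0 over the list alone, adjusted p = 0.212 and 0.76 with an estimated correlation), with CDCA8 at -0.71 ± 0.39 at 12 h and KIF20A at -0.79 ± 0.49 at 24 h. The p53 targets averaged 0.14 at 3 h (1 over the list alone, adjusted p = 0.53 with an estimated correlation), with ZMAT3 at 0.61 ± 0.17. Replicate 1 of 2 Gy at 24 h had the highest difference between 3 prime and 5 prime GAPDH probe sets (1.05, against at most 0.40 in sham arrays), and without it the means at 24 h were -0.07 for DNA replication, no longer called, and -0.16 for mitosis. Without replicate 2 of 2 Gy at 3 h (GAPDH 0.675) DNA replication averaged -0.15, no longer called. The p53 targets averaged 0.08 without it or replicate 1 of 5 cGy + 2 Gy. At 6 h DNA replication averaged -0.12 without replicate 2 of 2 Gy and -0.14 without replicate 1 of 5 cGy + 2 Gy.

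Cholesterol synthesis genes, which sterol depletion induces together, were higher in primed cells at 24 h than after 2 Gy alone, and this list kept its call with an estimated correlation. Their 19 members averaged 0.31 (adjusted p = 7.47e-14, and 0.0205 with an estimated correlation), with 0 members called and 0 over the list alone. INSIG1 (0.53 ± 0.22), MSMO1 (0.53 ± 0.35), HMGCS1 (0.50 ± 0.38) and IDI1 (0.50 ± 0.31) lay highest, none passing. Over sham, the list means of the primed arrays were 0.637, 0.180 and 0.177 and those of 2 Gy 0.179, -0.101 and -0.006. Without replicate 1 of 5 cGy + 2 Gy at 24 h the mean was 0.15.

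Smaller group differences of 5 cGy + 2 Gy against 2 Gy at 3 h were NF-kB and cytokine genes (-0.23; adjusted p = 0.61 with an estimated correlation), olfactory receptors (-0.09; 0.61), extracellular matrix (0.11; 0.61), cholesterol synthesis (0.08; 0.61), lysosome (0.04; 0.61) and non-homologous end joining (0.08; 0.53, and 0.05 with the replicate block). Of these, lysosome turned to -0.01 without replicate 2 of 2 Gy and -0.02 without replicate 3 of 5 cGy + 2 Gy, and cholesterol synthesis to -0.01 without replicate 1 of 5 cGy + 2 Gy. At 6 h they were interferon response (0.16; adjusted p = 0.915 with an estimated correlation), immediate early genes (0.12; 0.915), lysosome (0.08; 0.915), extracellular matrix (0.05; 0.915), olfactory receptors (-0.07; 0.915), homologous recombination and Fanconi anaemia (-0.11; 0.728) and endothelial markers (-0.15; 0.728), with extracellular matrix at -0.04 without replicate 1 of 5 cGy + 2 Gy. At 12 h the unfolded protein response averaged -0.11 (adjusted p = 0.0982 with an estimated correlation). At 24 h the list means were 0.09 for interferon response (adjusted p = 0.76 with an estimated correlation), 0.07 for lysosome (0.76), 0.06 for extracellular matrix (0.76, with a mean of 0.00 without replicate 1 of 5 cGy + 2 Gy), 0.09 for Wnt signalling (0.164) and -0.13 for homologous recombination and Fanconi anaemia (0.164).

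In the test of additivity on the log2 scale 2 genes departed. Since the sham arrays carry no time, a gene that drifts with time in culture departs in this test whatever the doses do, and a departure was not told apart from such a drift. At 12 h COXFA4L3 departed by 1.70 ± 0.19 (adjusted p = 6.11e-06): its mean was 9.65 in sham, 8.03 at 24 h after 5 cGy, 8.61 at 12 h after 2 Gy and 8.70 after both. APCDD1 departed by -1.03 ± 0.17 (adjusted p = 0.00657), with means of 9.34, 10.49, 10.06 and 10.17. Among lists, DNA replication averaged 0.37 (3 over the list alone, adjusted p = 0.419 with an estimated correlation), lysosome -0.22 (0; 0.54), p53 targets -0.22 (1; 0.54), mitosis -0.38 (0; 0.785) and homologous recombination and Fanconi anaemia 0.19 (1; 0.419) with a median of 0.02. Immediate early genes averaged 0.26 (adjusted p = 0.785 with an estimated correlation), NF-kB and cytokine genes 0.23 (0.785), extracellular matrix -0.11 (0.785) and spliceosome 0.11 (0.54). The count of 2 was 333 with the replicate block, and 1 with only the arrays compared, without replicate 2 of 2 Gy at 12 h, or without replicate 3 of 5 cGy + 2 Gy at 12 h. At an unadjusted p under 0.05 there were 1041 genes.

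The other lists were not called in any of the 21 comparisons. Their means ran from -0.15 to 0.13 for MAPK feedback genes (smallest adjusted p = 0.104), -0.07 to 0.04 for NRF2 targets (0.182), -0.08 to 0.08 for Notch signalling (0.209), -0.08 to 0.07 for histone genes (0.0542), -0.07 to 0.18 for nucleotide excision repair (0.0503) and -0.08 to 0.03 for matrix proteases and inhibitors (0.411). Markers of other cells ranged from -0.18 to 0.15 for adipocytes (smallest adjusted p = 0.141), -0.09 to 0.14 for keratinocytes (0.183), -0.07 to 0.14 for leukocytes (0.182), -0.11 to 0.09 for melanocytes (0.133) and -0.12 to 0.07 for smooth muscle and myofibroblasts (0.0503).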

Values the study reported

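The study counted genes with an unadjusted p under 0.05 and a change over 1.2-fold against sham. At 3 h after 2 Gy it listed 669 genes up and 249 down, 918 in all. At 24 h it listed 1430 genes after 5 cGy, 1836 after 2 Gy and 2467 after 5 cGy followed by 2 Gy. At an adjusted p under 0.05 the totals at 24 h were 6, 87 and 402.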

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

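The tests below were chosen after their results were seen, except those of the olfactory receptors by random lists, the GAPDH difference and cyclic loess.

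Olfactory receptors stood 0.13 above sham at 3 h after 2 Gy. Against a lift shared by all dim probe sets, their median of 0.135 lay at percentile 100 of 10000 random lists matched on level (random median 0.095, from 0.074 to 0.116). With the GAPDH or ACTB 3 prime to 5 prime difference as a covariate the mean was 0.14. The slope comes from within groups, so RNA quality is not excluded. The ACTB difference was 3.214, 3.087 and 2.839 in the irradiated arrays and 2.119 to 2.679 in sham. An intensity-dependent difference between arrays stays open: after cyclic loess the mean was 0.03, not called. The median (0.034) lay above matched random lists (0.001, from -0.02 to 0.02). Dose was not told apart from these arrays (primed cells lay lower at 3 h), and no biological explanation was tested.

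DNA replication and mitosis genes lay lower in 5 cGy + 2 Gy than in 2 Gy, where primed cells are 12 h further from their first irradiation. For DNA replication at 12 h this time is a candidate explanation in sign only. From 12 to 24 h after 5 cGy the list changed by -0.52, to -0.57 against sham. This exceeds the difference, and the list departed upwards from additivity. For mitosis it stays open: the change of -0.28 undid a 12 h rise of 0.26 and left -0.02 against sham (difference -0.40, departure -0.38). Gene by gene within the lists, the differences at 12 h did not follow that change more than in random lists (slope 0.36, random lists 0.09 to 0.46). At 24 h, without replicate 1 of 2 Gy (highest GAPDH difference), DNA replication was at -0.07, not called, and mitosis at -0.16. Its primed partner of number 1 stayed in, so this does not separate the array from the replicate number.

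Lysosomal genes averaged 0.29 and 0.30 above sham at 24 h after 5 cGy and after 2 Gy. Against sham arrays that stand apart, the list was 0.26 higher at 24 h than at 3 h after 5 cGy, where no sham array enters. Against a response that grows with dose, the highest of the 3 differences between 2 Gy and 5 cGy of the same replicate number was 0.06 (0.058, -0.01 and -0.014). Time in culture and time after any dose cannot be told apart, since 0 unirradiated arrays had a time of 3 h or later.

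In 3 of 45 list means and quality values, 1 of the 4 sham arrays stood far from the others (2.2 expected by chance). Sham replicate 1 was high in nucleotide excision repair (8.531) and the unfolded protein response (10.586), and replicate 2 low in ribosomal proteins (13.666). In each the gap to the nearest array over the range passed Dixon's critical value. This test cannot show 2 arrays against 2, as in RRM1.

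The difference between 5 cGy + 2 Gy and 2 Gy itself changed from 3 h to 24 h for several lists at the preset correlation, by a test of that change. Mitosis changed by -0.33, p53 targets by -0.16, non-homologous end joining by -0.15, olfactory receptors by 0.09, MAPK feedback genes by 0.19, immediate early genes by 0.23, NF-kB and cytokine genes by 0.25, cholesterol synthesis by 0.22 and Wnt signalling by 0.17. With an estimated correlation none of these passed (adjusted p from 0.345 to 0.691), and limma called 0 single genes, with 505 at an unadjusted p under 0.05.

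Between 2 Gy and 5 cGy the difference changed from 3 h to 24 h by -0.87 for mitosis, -0.52 for DNA replication, -0.31 for endothelial markers, -0.19 for olfactory receptors, 0.08 for p53 targets, 0.19 for non-homologous end joining, 0.10 for nucleotide excision repair, 0.06 for the unfolded protein response, 0.02 for ribosomal proteins, 0.15 for iron uptake and transport and 0.20 for FOXO and glucose sensor genes. With an estimated correlation none passed (adjusted p from 0.312 to 0.537), and limma called 0 single genes, with 1678 at an unadjusted p under 0.05. With the replicate block 6 genes passed, all with a change downwards.

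Probe sets without a gene name are not part of the gene counts of the report. With the control probe sets left out, 69 of 2782 changed at 24 h against sham after 5 cGy, 115 after 2 Gy and 167 after 5 cGy + 2 Gy, and 1 was lower in 5 cGy + 2 Gy than in 2 Gy at 3 h. At 3 h after 2 Gy 7 of them were up and 16 down against sham, and 6 up and 9 down among the 1333 with several genes, where genes with a name were 21 up and 3 down. The GAPDH difference passed the highest sham array (0.398) in 7 arrays. Highest were 2 Gy replicate 1 at 24 h (1.048) and replicates 2 and 1 at 3 h (0.675 and 0.628).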

How the results depend on the processing

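The alternatives were fixed in advance except for 3 chosen after seeing the data: leaving out 2 doubtful arrays, the GAPDH difference as a covariate, and the replicate block together with cyclic loess. Counts below are genes at an adjusted p under 0.05 against sham unless another comparison is named, and a count is given when it moved by more than 1.5 times. A trended and robust prior moved none of the 21 counts that far.

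None of the 335 calls of a named gene in a comparison reversed under any alternative. They stayed past the threshold for 332 with the replicate block, 329 with the trended prior, 326 of 334 with the low interquartile range removed, 322 with block and cyclic loess together, 321 with array weights, 314 of 314 with dim genes removed, 308 with cyclic loess, 306 with the GAPDH covariate, 293 without the doubtful arrays, 259 with the mean of probe sets and 84 with only the arrays compared. Leaving out single arrays kept 1663 of 2332. Of 138 calls of a list, 137 stayed with the trended prior, 131 of 134 without shared members, 129 with only the arrays compared, 125 without the doubtful arrays, 123 with the GAPDH covariate, 121 with the replicate block, 118 with dim genes removed, 118 with the mean of probe sets, 118 of 130 with the low interquartile range removed, 106 with array weights, 105 with cyclic loess, 100 with block and loess, and 27 with an estimated correlation. Leaving out single arrays kept 782 of 972.

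With the replicate block the count was 33, 878 and 2370 at 6, 12 and 24 h after 5 cGy, 465, 72, 1224 and 2716 at the 4 times after 2 Gy, 253, 207, 1582 and 3568 after 5 cGy + 2 Gy, 27, 24, 10 and 86 for 2 Gy against 5 cGy, and 333 for additivity. Genes past the study threshold were 1023, 1386, 2415 and 3576 after 5 cGy, 3668 and 2628 at 3 and 12 h after 2 Gy, and 2532 and 2855 at 3 and 12 h after 5 cGy + 2 Gy. Every count the block moved this far rose, and the cause was not tested. The block also drops sham replicate 4, the only array of its number. It changed no other count by as much. Mitosis genes in 5 cGy + 2 Gy against 2 Gy at 6 h stayed at -0.15 and passed.

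With the replicate block and cyclic loess together the count was 27, 644 and 2181 at 6, 12 and 24 h after 5 cGy, 373, 95, 1135 and 2438 after 2 Gy, 302, 212, 1394 and 3402 after 5 cGy + 2 Gy, 13, 24, 10 and 92 for 2 Gy against 5 cGy, and 356 for additivity. The study threshold was passed by 1033, 1363 and 2227 at 3, 6 and 12 h after 5 cGy, 2897 and 2452 at 3 and 12 h after 2 Gy, and 2383 genes at 3 h after 5 cGy + 2 Gy. Mitosis genes in 5 cGy + 2 Gy against 2 Gy at 6 h were at -0.16 and passed.

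With array weights the count was 102, 159 and 1791 at 6, 12 and 24 h after 5 cGy, 801, 765 and 3261 at 6, 12 and 24 h after 2 Gy, and 141, 1594, 1186 and 4295 at the 4 times after 5 cGy + 2 Gy. It was 7 for 5 cGy + 2 Gy against 2 Gy at 3 h, 3, 11 and 111 for 2 Gy against 5 cGy at 3, 6 and 24 h, and 25 for additivity. At the study threshold there were 791 and 1928 at 3 and 6 h after 5 cGy, 3614, 2181 and 4384 at 6, 12 and 24 h after 2 Gy, and 1246, 3689 and 3025 at 3, 6 and 12 h after 5 cGy + 2 Gy. Mitosis genes reversed to 0.13 at 3 h after 2 Gy and 0.12 at 3 h after 5 cGy + 2 Gy, and in 5 cGy + 2 Gy against 2 Gy at 6 h they were at -0.18 and passed. The cause was not tested.

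With only the arrays compared in the fit the count was 0 and 17 at 12 and 24 h after 5 cGy, 0, 0, 4 and 119 after 2 Gy, 0, 0, 6 and 422 after 5 cGy + 2 Gy, 0, 0, 0 and 50 for 2 Gy against 5 cGy, and 1 for additivity. By construction the spread then rests on fewer arrays. Genes past the study threshold were 234, 366 and 751 at 3, 6 and 12 h after 5 cGy, 888, 412 and 902 after 2 Gy, and 470 at 3 h after 5 cGy + 2 Gy. Mitosis genes in 5 cGy + 2 Gy against 2 Gy at 6 h were at -0.15 and passed.

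With cyclic loess the count was 32 at 12 h after 5 cGy, 9 at 3 h after 2 Gy, and 3 and 9 for 2 Gy against 5 cGy at 3 and 6 h. With the mean of probe sets it was 32 at 12 h after 5 cGy, 51 and 23 at 3 and 6 h after 2 Gy, and 14 and 43 at 3 and 6 h after 5 cGy + 2 Gy. Genes past the study threshold were then 271 and 506 at 3 and 6 h after 5 cGy, 470 at 6 h after 2 Gy and 761 at 6 h after 5 cGy + 2 Gy, and the unfolded protein response at 24 h after 5 cGy, which was not called, reversed to -0.06. Removing genes with a low interquartile range gave 36 at 12 h after 5 cGy. Removing dim genes gave 188 and 442 genes past the study threshold at 3 and 6 h after 5 cGy and 1194 at 3 h after 2 Gy, as fewer genes were tested, and mitosis genes in 5 cGy + 2 Gy against 2 Gy at 6 h passed at -0.15. Otherwise the cause was not tested.

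With the GAPDH covariate the count was 11 at 3 h after 2 Gy and 1 for 2 Gy against 5 cGy at 12 h. Mitosis genes in 5 cGy + 2 Gy against 2 Gy at 3 h, which were not called, reversed to 0.18, and hypoxia and glycolysis genes to 0.00 at 3 h after 2 Gy and to 0.03 in 2 Gy against 5 cGy at 3 h. Without the doubtful arrays the count was 1 at 6 h after 5 cGy, 114 and 204 at 6 and 12 h after 2 Gy, 228 and 492 at 6 and 12 h after 5 cGy + 2 Gy, and 8 and 11 for 2 Gy against 5 cGy at 3 and 6 h. Genes past the study threshold were then 2231 at 6 h after 2 Gy and 2546 at 6 h after 5 cGy + 2 Gy. The cause was not tested.

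With an estimated correlation these lists of 5 cGy + 2 Gy against 2 Gy kept their means and lost their calls: p53 targets at 3 h (0.14), DNA replication at 3, 6, 12 and 24 h (-0.22, -0.22, -0.21 and -0.16) and mitosis at 12 and 24 h (-0.40 and -0.36). Cholesterol synthesis at 24 h (0.31) kept its call. The test then allows for members that vary together.

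Leaving out each array in turn moved the count between 0 and 2, 13 and 145, and 142 and 852 at 6, 12 and 24 h after 5 cGy. After 2 Gy the limits were 11 and 35, 14 and 120, 38 and 227, and 413 and 1849 at the 4 times. After 5 cGy + 2 Gy they were 6 and 22, 18 and 242, 79 and 513, and 1117 and 2254. For 2 Gy against 5 cGy they were 0 and 11, 0 and 9, 0 and 3, and 6 and 38, for 5 cGy + 2 Gy against 2 Gy at 3 h 0 and 1, and for additivity 1 and 3. Genes past the study threshold lay between 501 and 748 at 3 h after 5 cGy, 1227 and 2888 at 3 h and 777 and 2262 at 6 h after 2 Gy, and 598 and 1773 at 3 h and 967 and 2579 at 6 h after 5 cGy + 2 Gy.

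For lists, leaving out single arrays gave in 5 cGy + 2 Gy against 2 Gy -0.30 to -0.15 at 3 h and -0.21 to -0.07 at 24 h for DNA replication, -0.28 to 0.21 at 3 h and -0.34 to 0.12 at 6 h for mitosis, -0.02 to 0.09 at 6 h for p53 targets, -0.02 to 0.11 at 3 h for lysosome, -0.01 to 0.15 at 3 h for cholesterol synthesis, and -0.04 to 0.12 at 6 h and 0.00 to 0.10 at 24 h for extracellular matrix. Mitosis genes ran from -0.37 to 0.07 at 3 h after 2 Gy, -0.40 to 0.03 at 3 h after 5 cGy + 2 Gy and -0.41 to 0.05 in 2 Gy against 5 cGy at 3 h, hypoxia and glycolysis genes from -0.11 to 0.04 in the last of these, and extracellular matrix genes from 0.00 to 0.14 at 6 h after 5 cGy + 2 Gy. The cause was not tested. Each alternative was run.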

Other observations

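The comparison of replicate number 1 with numbers 2 and 3, the signs within pairs, and all counts of other splits below, were chosen after the data were seen.

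Arrays numbered 1 carried an interferon signature on average. In a fit that keeps each group's mean, IFIT1, an effector that binds viral RNA, was 1.22 ± 0.08 higher in number 1, IFI44 1.2 ± 0.10 and the guanylate-binding protein GBP1 1.11 ± 0.08, and the 33 interferon response genes averaged 0.44 higher with 23 up and 1 down (adjusted p = 3.57e-15, and 0.00567 with an estimated correlation). SYTL2 (1.19) and HAS3 (1.18) were higher too. Lower in number 1 were ANGPTL4 (-1.13 ± 0.07) and the lipid droplet coat PLIN2 (-0.80 ± 0.05), both targets of lipid-sensing receptors, with G0S2 (-0.80), ID1 (-1.13 ± 0.16), the haem oxygenase HMOX1 (-0.92 ± 0.13), LY6K (-0.85) and TROAP (-0.78). In all, 3157 genes were higher and 2812 lower. SE and p take arrays as independent.

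Lists that differed at the preset correlation alone were mitosis (-0.27, 18 down; adjusted p = 0.758 with an estimated correlation), NF-kB and cytokine genes (0.25, 12 up and 1 down; 0.285), cholesterol synthesis (0.22, 9 up; 0.269), p53 targets (0.16, 17 up and 4 down; 0.269), extracellular matrix (0.15, 15 up and 2 down; 0.269), matrix proteases and inhibitors (-0.15, 1 up and 6 down; 0.285), NRF2 targets (-0.15, 2 up and 11 down; 0.269), hypoxia and glycolysis (-0.14, 10 down; 0.285), nucleotide excision repair (0.11, 10 up and 2 down; 0.269) and DNA replication (-0.10, 3 up and 15 down; 0.758). The labels name no day or batch that would go with the number.

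The arrays of each comparison were also regrouped. Against sham, 35 splits of the 7 arrays were counted without regard to the replicate numbers. At 3 and 6 h after 5 cGy the real count was 0, so all 35 splits gave as many whatever the data (highest other 3821 and 2088) and nothing follows on chance. For the other 10 comparisons these splits did not exclude chance. After 5 cGy 4 splits gave as many at 12 h (real 60, highest other 2714) and 3 at 24 h (567 and 910). After 2 Gy 5, 6, 4 and 2 splits did so at the 4 times (real 24, 35, 122 and 1104, highest other 4425, 4425, 2681 and 2128), and after 5 cGy + 2 Gy 3, 3, 4 and 2 (real 24, 69, 256 and 1809, highest other 4293, 855, 1552 and 2043). The highest split at 3, 6 and 12 h after 5 cGy, at 3 and 12 h after 2 Gy and at 3 h after 5 cGy + 2 Gy put sham replicates 1 and 2 with the irradiated array of number 1. At 12 h after 5 cGy + 2 Gy it put them with number 2, and at 6 h after 2 Gy it put sham replicates 3 and 4 with number 3. These splits mix the doses, so the arrays differ in more than dose. At 24 h after each treatment and at 6 h after 5 cGy + 2 Gy the highest split set sham replicates 2, 3 and 4 against sham replicate 1 and the irradiated arrays, which keeps most of the contrast of dose.

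Where the numbers pair the arrays, the splits to compare are the 8 that part as many pairs as the real one, too few for a share under 0.05. The real count was the highest of these at 3, 6 and 24 h after 2 Gy (highest other 13, 7 and 903) and at 3 and 6 h after 5 cGy + 2 Gy (9 and 14). At 12 h after 2 Gy 2 of 8 gave as many (highest other 163), and at 3 h after 5 cGy all 8 gave 0, which decides nothing.

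With 3 arrays against 3 the 10 splits are too few for a share under 0.05. For 5 cGy + 2 Gy against 2 Gy the real count and the highest other were 0 at each time, with 10 of 10 splits as large. For 2 Gy against 5 cGy the real counts were 5, 5, 2 and 32, the highest others 2, 5, 0 and 0, and 1, 2, 1 and 1 splits as large. For additivity 9 of 100 drawn splits gave as many (real 2, highest other 75), so chance was not excluded.

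Within same-number pairs, 5 cGy + 2 Gy minus 2 Gy, some genes kept 1 sign at 3, 6 and 24 h, the times where the numbers pair the arrays, although limma called 0 genes with or without the block (952, 657 and 354 at an unadjusted p under 0.05). In all 9 pairs 214 genes were lower and 144 higher, against about 35.6 each way for independent genes without a difference. Genes vary together, so this is no test. Of the 41 DNA replication genes 10 were lower in all 9 pairs and 0 higher. RRM2 was lower by -0.64, -0.68 and -0.48 at 3 h and by -1.13, -0.53 and -0.53 at 24 h, and CDC6 was lower in each pair too. TXNIP was lower in the 3 pairs at 3 and 6 h, and in 1 of 3 at 24 h. Its differences at 12 h, without pairing, were -1.44, -1.55 and -2.09. Primed cells are 12 h further from their first irradiation in each of these pairs.

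More genes passed the threshold of the study's methods here than the study counted at several times. At 3 h after 2 Gy 1870 genes passed here. The printed count is lower. At 24 h 2331 passed here after 5 cGy and 2886 after 2 Gy. The printed counts are lower. At an adjusted p under 0.05, 567 genes passed here at 24 h after 5 cGy, 1104 after 2 Gy and 1809 after 5 cGy + 2 Gy. These too are higher than the printed counts. With only the arrays compared in the fit, 17, 119 and 422 genes passed here. The printed counts lie closer to those. The study used another probe set definition, which was not analysed here, and a filter on the interquartile range. With the 20% of genes lowest in that range removed, 569, 1092 and 1685 passed here.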
